A study of Mus musculus with 2 samples. Its data were reported in "Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration" (2021).

How the data were processed

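The data were 2 single-cell RNA sequencing libraries of mouse tibialis anterior muscle, collected 2 and 7 days after notexin injection. Groups were taken from the labels, with 1 library in each. The cell annotation gives dissociated whole muscle, 1 mouse per library and C57BL/6J mice.

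The authors deposited whole-number UMI counts per gene and barcode, both for every barcode and for the barcodes called as cells. Per the file headers these counts came from Cell Ranger 3.0.1, whereas the methods of the study name another release, and the reference was mm10 with 27998 genes. The authors also deposited SoupX-corrected values, which are estimated counts that need not be whole, for the same called barcodes. No corrected entry lay above its uncorrected count, and SoupX values were neither rounded nor given counting intervals. The third deposited table gives each annotated barcode a cell type. Per the methods of the study, the authors limited genes, transcripts and mitochondrial share, removed putative doublets with DoubletFinder, took out a cluster called noisy after a first integration and annotated clusters of a large integrated collection. These annotations therefore rest on data beyond the 2 libraries. Which integration they come from is not stated in the table.

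The table held 3537 barcodes at day 2 and 3416 at day 7, of which 43 and 31 had no cell type. Its smallest number of genes was 500 in both libraries, below the limit of 750 in the methods. For these samples the supplement of the study lists slightly more cells after quality control than the table held, and the reason is not known. Cells were kept when they were in the table and, in the SoupX values, held at least 750 genes, at least 1000 transcripts and at most 30% mitochondrial transcripts. This removed 329 table barcodes at day 2 and 195 at day 7, all of them for their number of genes, and left 3208 and 3221 cells, of which 3178 and 3196 had a class. A further 680 and 477 called barcodes met the limits and were not in the table. Kept cells had medians of 9010 and 6557 counts. The plan named Scrublet where no doublet calls were given. No doublet caller was run. The table was used in its place because the methods of the study describe doublet removal before annotation, but it holds no doublet calls, and how far doublets are absent from it was not tested. The 25 cell types were gathered into 12 classes. Over both libraries, no cell type had more markers of another of the 12 classes than of its own among its top 10 genes. For several cell types both numbers were 0, so the check says nothing about them. Both kinds of myonuclei, adipogenic FAPs and patrolling monocytes are among these. Basophils and mast cells had no marker list in this check, and the top 10 genes of the day 7 barcodes annotated as neutrophils held 0 neutrophil markers.

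Counts were summed per library and class and given as CPM, which scales the counts of every class to the same total. Uncorrected counts were the main values because counting intervals need counts. Sums have exact Poisson intervals, shares exact Clopper-Pearson intervals, and ratios exact conditional binomial intervals, all at 95%. A difference of shares has a square-and-add interval built from the Clopper-Pearson limits. Medians have order-statistic intervals. A count of 0 was set against a floor of 3 counts. Cells are not replicates, so no p-value, standard error or count of changed genes is given. Cells were thinned without replacement to 2000 counts, and shallower cells were left out. Ambient RNA was taken from barcodes with 1 to 100 counts.

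Named genes followed a rule fixed before the data were examined. It lists genes from the text of the study for myogenic cells, FAPs, monocytes and macrophages, and committed or fusing cells. It adds, for the classes myogenic, FAP, endothelial and monocyte/macrophage with at least 50 kept cells in both libraries, the 4 genes with the largest and the 4 with the smallest ratio. These came from genes with at least 100 counts in the class in 1 library and detected in at least 20% of its cells there. Mitochondrial, ribosomal protein, haemoglobin and the 9 myofibre genes were left out, and counts under 3 were taken as 3 for the ranking. Myogenic cells, at 22 in the day 2 library, did not reach 50. Mymk, Mymx, Cd97 and Ppap2a appear in the deposited gene list as Tmem8c, Gm7325, Adgre5 and Plpp1. Coordinates came from GENCODE vM21, which matched 27645 of the 27998 gene identifiers.

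The calculation of the ratio intervals and the ranking was checked on simulated Poisson counts with 200 genes changed by known folds. For the FAP comparison (7509 genes) 95.6% of intervals held the true ratio, for endothelial cells (3885 genes) 95.5%, and for monocytes and macrophages (8133 genes) 95.5%. In each of the 3 comparisons 100% of the changed genes were recovered, and the 8 genes named by rank were all changed genes. The intervals rest on Poisson counts too, so coverage near 95% follows by construction. Recovery was easy, because the simulated genes had at least 100 expected counts in at least 1 library before the change. Variation between cells or mice was not simulated, so coverage for the real sums is not known.

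As an alternative source of classes, kept cells of both libraries were clustered jointly without batch correction, since library and time point coincide. Log-normalised SoupX values of 2000 variable genes were reduced to 30 principal components, joined by shared nearest neighbours (20 neighbours) and clustered with the Leiden method at resolution 1.2. This gave 23 clusters, of which 20 were named from markers fixed beforehand. The score that turned markers into names was changed after its first output had been seen. The first score left 1245 cells unnamed and named no smooth muscle cluster, and 2 clusters were named differently. With the score used here 557 cells stayed unnamed, 6.17% of kept cells at day 2 and 11.1% at day 7. Of 5822 cells with a class from both sources, 90.4% had the same class.

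Other alternatives were other limits on cells, another denominator, SoupX values, scaling to the total without the 4 excluded kinds of gene, median-of-ratios scaling over genes with at least 50 counts in both libraries, the mean over cells, other thresholds for committed cells, other thinning depths and other definitions of ambient barcodes. Gene lists were compared with 10000 random lists matched on mean expression, drawn for each gene from the 100 genes on either side in rank among genes with at least 20 counts. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.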

Results

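Single-cell RNA sequencing was performed on tibialis anterior muscle, a muscle of the front of the lower leg, after injection of notexin, a snake venom toxin that injures muscle fibres. The series held 2 libraries made with droplet (10x Chromium v3) chemistry, 1 collected 2 days and 1 collected 7 days after injury. Each time point had 1 library and therefore no replicates. Every interval in parentheses is a 95% interval that covers counting error only, and no difference below has a replicate check. The comparison between the libraries addressed which cells and transcripts were present early and late in muscle regeneration. The filtered tables held 4836 barcodes with 41123913 unique molecular identifier (UMI) counts at day 2 and 4889 barcodes with 32356088 counts at day 7. The median barcode held 5688 counts and 2096 genes at day 2, against 4390 counts and 1686 genes at day 7. After the limits on genes, transcripts and mitochondrial share, and the restriction to barcodes in the authors' annotation table, 3208 cells were kept at day 2 and 3221 at day 7.

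Sex-linked transcripts were examined first because they check the labels, which give both mice as female. Xist, a transcript of the inactive X chromosome, had 5 counts at day 2 and 1 count at day 7 over all filtered barcodes. These equal 0.122 (0.0395 to 0.284) and 0.0309 (0.000782 to 0.172) CPM, in which counts are scaled to the same total in each library. The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had 6575 counts at day 2 and 4856 at day 7. Their summed level was 159.9 (156 to 164) CPM at day 2 and 150.1 (146 to 154) at day 7. The alternative that moved the Y-linked level most was the SoupX-corrected table, with 162 CPM at day 2. These levels run against the label of female mice, and the deposited cell annotation gives both mice as male. The annotation also gives an age of 4 months for the day 2 mouse and 7 months for the day 7 mouse, whereas the labels give 7 months for both.

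The makeup of ambient RNA, the free RNA caught in droplets without a cell, was compared because the study removed it before filtering cells. In barcodes with 1 to 100 counts, 9 myofibre genes took 0.0643% (0.0615 to 0.0672) of 3053639 counts at day 2. The same genes took 2.18% (2.17 to 2.19) of 4966167 counts at day 7. Restricting the barcodes to those with 1 to 10 counts moved the day 7 share most, to 1.1%. Mitochondrial genes took 59.4% of these ambient counts at day 2 and 40% at day 7. In kept cells outside the myogenic and myofibre classes, the 9 myofibre genes took 0.00357% of counts at day 2 and 0.0793% at day 7. SoupX, the ambient RNA correction, removed 2.90% of all counts at day 2 and 2.60% at day 7. Taking the median over cells moved the day 7 value most, to 2.37%. Of the myofibre gene counts it removed 31.4% at day 2 and 3.78% at day 7. Among genes with at least 100 counts, the largest share was removed from mt-Nd4l at day 2, 46.8%, and from mt-Nd2 at day 7, 24.3%.

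The cellular composition at the 2 time points was compared next, with 25 deposited cell type annotations gathered into 12 classes. Monocytes and macrophages made up 40.3% (38.6 to 42.0) at day 2 and 23.5% (22.0 to 25) at day 7, a difference of -16.8 percentage points (-19.0 to -14.5). Neutrophils fell from 22.1% (20.6 to 23.5) at day 2 to 0.310% (0.149 to 0.570) at day 7, a difference of -21.8 percentage points (-23.2 to -20.3). The stricter limits on cells moved the neutrophil difference most, to -8.73 percentage points. Only 1 of the 10 day 7 barcodes annotated as neutrophils held 2 or more counts of 5 neutrophil genes, against 616 of 708 at day 2, so the day 7 neutrophil share is uncertain. Fibro-adipogenic progenitors (FAPs), the fibroblast-like cells of muscle, rose from 6.70% (5.86 to 7.62) at day 2 to 25% (23.5 to 26.5) at day 7, a difference of 18.3 percentage points (16.5 to 20). T and NK cells rose from 2.21% (1.73 to 2.78) at day 2 to 12.5% (11.4 to 13.7) at day 7, a difference of 10.3 percentage points (9.07 to 11.6). At day 2, 17 of the 50 barcodes annotated as T cells held 3 or more counts of basophil genes.

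Myogenic cells, the muscle stem cells (MuSCs) and their progeny before the fibre, made up 0.686% (0.430 to 1.04) at day 2 and 9.69% (8.69 to 10.8) at day 7. Their difference was 9.0 percentage points (7.94 to 10.1). At day 2 this class held 22 cells, of which 21 were annotated as MuSCs, and only 4 of those 21 held 3 or more counts of myogenic marker genes. Cells annotated as myonuclei, here called the myofibre class, made up 0.187% (0.0687 to 0.407) at day 2 and 2.98% (2.42 to 3.63) at day 7, a difference of 2.79 percentage points (2.19 to 3.45). The day 2 value rests on 6 cells. Endothelial cells made up 10.5% (9.43 to 11.6) at day 2 and 10.3% (9.31 to 11.4) at day 7, and the difference of -0.135 percentage points (-1.65 to 1.38) was not detectable at this depth. The same holds for dendritic cells, at 5.30% (4.55 to 6.13) at day 2 and 4.50% (3.81 to 5.28) at day 7, with a difference of -0.798 percentage points (-1.88 to 0.280). These calls depended on the processing. The dendritic interval lay below 0 under the stricter limits (-2.84 to -0.365), with clustering of the 2 libraries alone (-2.19 to -0.0349) and without lymphocytes, neutrophils and erythroid cells in the denominator (-3.25 to -0.560). For endothelial cells it did so with that denominator only (-3.95 to -0.225). Smooth muscle cells made up 9.48% (8.48 to 10.5) at day 2 and 7.20% (6.33 to 8.15) at day 7, a difference of -2.27 percentage points (-3.65 to -0.902). With clustering of the 2 libraries alone, the shares were 4.05% and 2.83% for smooth muscle cells and 16.0% and 15.7% for endothelial cells, so these levels depend on how the classes are drawn. Barcodes annotated as smooth muscle also held endothelial transcripts in both libraries, at 5938 CPM at day 2 and 8502 at day 7. Tenocytes rose by 0.991 percentage points (0.494 to 1.52) and neural cells by 0.992 percentage points (0.555 to 1.47), whereas B cells changed by -0.500 percentage points (-0.935 to -0.0878), an interval that held 0 when no limits were set (-0.692 to 0.148). The neural difference changed sign when classes came from clustering of the 2 libraries alone, to -1.16 percentage points.

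**Figure D1:**
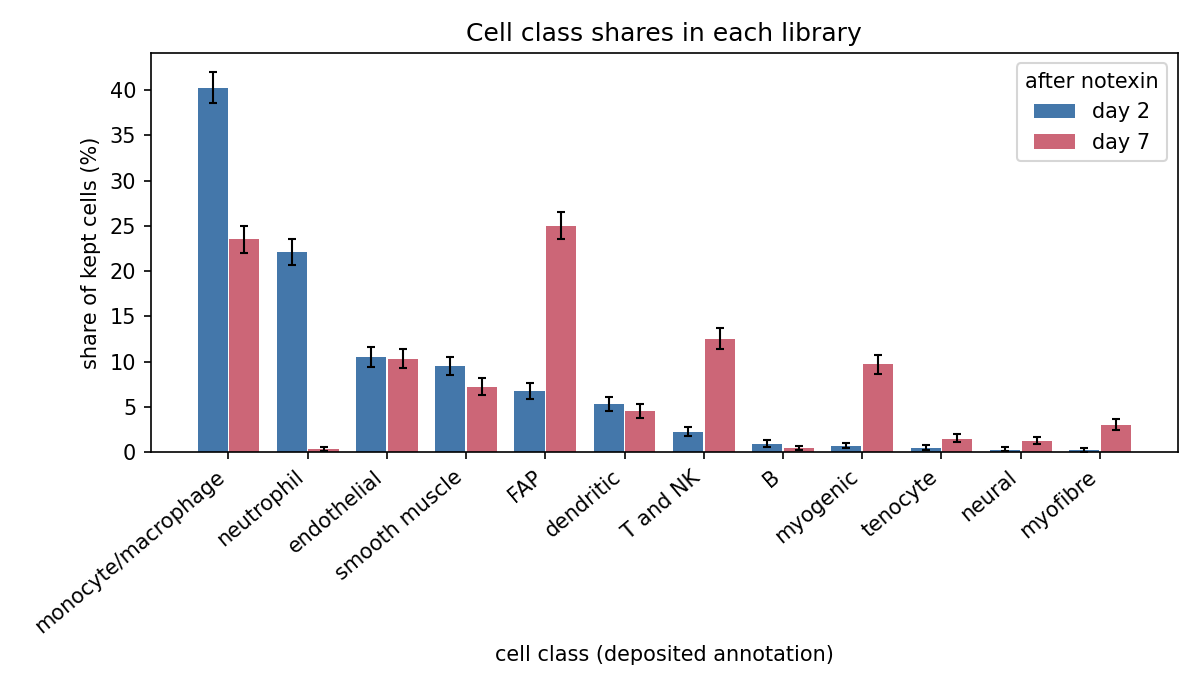
Share of kept cells (%) in each of the 12 cell classes at day 2 (blue) and day 7 (red) after notexin, 1 library each, with exact 95% Clopper-Pearson intervals as error bars. Monocytes and macrophages and neutrophils stood at 40.3% and 22.1% at day 2, whereas FAPs reached 25% at day 7.

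Gene levels were then compared within classes, as counts summed over the cells of a class and given as CPM. Coordinates are those of GRCm38 (mm10) in the GENCODE vM21 annotation, and each span is that of the whole gene. In FAPs the sums held 5133205 counts from 215 cells at day 2 and 8150030 counts from 805 cells at day 7. Across all 71 gene results of this kind with counts in both groups compared, the alternative with the largest shift was the mean over cells for Pax7 in myogenic cells. It moved the log2 ratio of day 7 to day 2 from 2.30 to 4.26. Among the FAP genes fixed beforehand, Pdgfra went from 596 (575 to 617) to 450.4 (436 to 465) CPM, a log2 ratio of -0.40 (-0.47 to -0.33). Cd34, Mmp14, Col3a1 and Mdk were all higher at day 7, with log2 ratios of 1.2 (1.12 to 1.29), 2.28 (2.18 to 2.37), 4.02 (3.99 to 4.05) and 4.30 (3.96 to 4.65). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) reached 25357 CPM, and Mdk (ENSMUSG00000027239, chromosome 2 from 91929805 to 91932297) reached 283.

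The largest ratio in FAPs belonged to Cilp (ENSMUSG00000042254, chromosome 9 from 65265180 to 65280605), at 2.73 (1.49 to 4.58) CPM at day 2 and 1791 (1762 to 1820.2) at day 7. Its log2 ratio was 9.36 (8.61 to 10.23). Ptn (ENSMUSG00000029838, chromosome 6 from 36714929 to 36810220) had 0 counts at day 2 and 1510 at day 7, which puts it at least 317-fold higher at day 7. Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037) and Pdgfrl (ENSMUSG00000031595, chromosome 8 from 40926212 to 40990785) followed, with log2 ratios of 7.94 (7.58 to 8.34) and 7.46 (6.58 to 8.52). The smallest ratio belonged to the chemokine gene Cxcl5 (ENSMUSG00000029371, chromosome 5 from 90759360 to 90761624), at 6174 (6106 to 6242) CPM at day 2 and 5.89 (4.34 to 7.81) at day 7. Its log2 ratio was -10.03 (-10.47 to -9.63). Cxcl3 (ENSMUSG00000029379, chromosome 5 from 90786103 to 90789600) and S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) each had 2 counts at day 7, with log2 ratios of -9.02 (-12.07 to -7.17) and -7.71 (-10.76 to -5.84). S100a9 was at 51.4 CPM in day 2 FAPs, below its ambient level of 499, and its ambient level at day 7 was 7.05. Lif (ENSMUSG00000034394, chromosome 11 from 4257557 to 4272514) had a log2 ratio of -6.04 (-6.72 to -5.43).

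In endothelial cells the sums held 2425263 counts from 336 cells at day 2 and 1677846 counts from 333 cells at day 7. Myl1 (ENSMUSG00000061816, chromosome 1 from 66924295 to 66945404), a myosin light chain gene, had the largest log2 ratio, 5.11 (4.51 to 5.78). Its ambient level rose as well, from 72.0 to 3848 CPM. Col3a1 had a log2 ratio of 5.02 (4.01 to 6.26), from 3.30 (1.42 to 6.50) to 107 (92.2 to 124) CPM, while its ambient level went from 134 to 4055. Sparcl1 (ENSMUSG00000029309, chromosome 5 from 104079111 to 104113733) and Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) had log2 ratios of 4.54 (4.35 to 4.73) and 4.43 (3.68 to 5.29). The smallest ratio belonged to Pgf (ENSMUSG00000004791, chromosome 12 from 85166635 to 85177790), a growth factor gene, at 935 (897 to 974) CPM at day 2 and 8.94 (5.0 to 14.7) at day 7, a log2 ratio of -6.71 (-7.55 to -5.98). Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453), Fosl1 (ENSMUSG00000024912, chromosome 19 from 5447547 to 5455946) and Sh2d5 (ENSMUSG00000045349, chromosome 4 from 138250403 to 138261332) rested on 4, 3 and 5 counts at day 7. Their log2 ratios were -6.41 (-8.29 to -5.05), -5.54 (-7.83 to -3.97) and -5.02 (-6.65 to -3.77). Ccl2 was at 203 CPM in day 2 endothelial cells, below its ambient level of 1125, and its ambient level at day 7 was 100.

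In monocytes and macrophages the sums held 16485355 counts from 1292 cells at day 2 and 7519919 counts from 757 cells at day 7. The class pools several annotations, and their mixture differed between the libraries. Inflammatory monocytes numbered 276 of these cells at day 2 and 84 at day 7, and Cx3cr1-high M2 macrophages 82 and 159. The ratios below therefore mix shares of these kinds of cell with levels within them, which were not separated. Of the genes fixed beforehand, Cx3cr1, C1qa and Cxcl10 were higher at day 7, with log2 ratios of 4.74 (4.52 to 4.96), 2.90 (2.87 to 2.93) and 0.83 (0.69 to 0.96). Ly6c2, Mrc1, Fabp5 and Ccr2 were lower, with log2 ratios of -2.60 (-2.79 to -2.42), -2.62 (-2.71 to -2.52), -1.12 (-1.15 to -1.1) and -1.12 (-1.19 to -1.04). The level of Ly6c2 is uncertain because reads can be shared with its close paralogue Ly6c1. The largest ratio belonged to Lag3 (ENSMUSG00000030124, chromosome 6 from 124904361 to 124911705), at 0.546 (0.250 to 1.04) CPM at day 2 and 179 (169.8 to 189) at day 7, a log2 ratio of 8.36 (7.43 to 9.49). The imprinted noncoding RNA H19 (ENSMUSG00000000031, chromosome 7 from 142575529 to 142578143) had 0 counts at day 2 and 348 at day 7, at least 254-fold higher at day 7. Its ambient level went from 1.64 to 339 CPM. Myl1 and Pianp (ENSMUSG00000030329, chromosome 6 from 124996694 to 125003096) had log2 ratios of 6.57 (6.00 to 7.20) and 6.18 (5.46 to 6.99). Myl1 stood at 144 CPM in these cells at day 7, against an ambient level of 3848. SoupX values moved the Myl1 log2 ratio to 7.77, outside its counting interval. Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) had the smallest ratio, at 993 (978 to 1008) CPM at day 2 and 1.06 (0.459 to 2.10) at day 7, a log2 ratio of -9.87 (-11.08 to -8.89). Vcan (ENSMUSG00000021614, chromosome 13 from 89655312 to 89742509), Cxcl3 and Chil3 (ENSMUSG00000040809, chromosome 3 from 106147554 to 106167564) had log2 ratios of -7.64 (-8.48 to -6.91), -6.67 (-7.73 to -5.79) and -6.33 (-6.68 to -6.00).

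**Figure D2:**
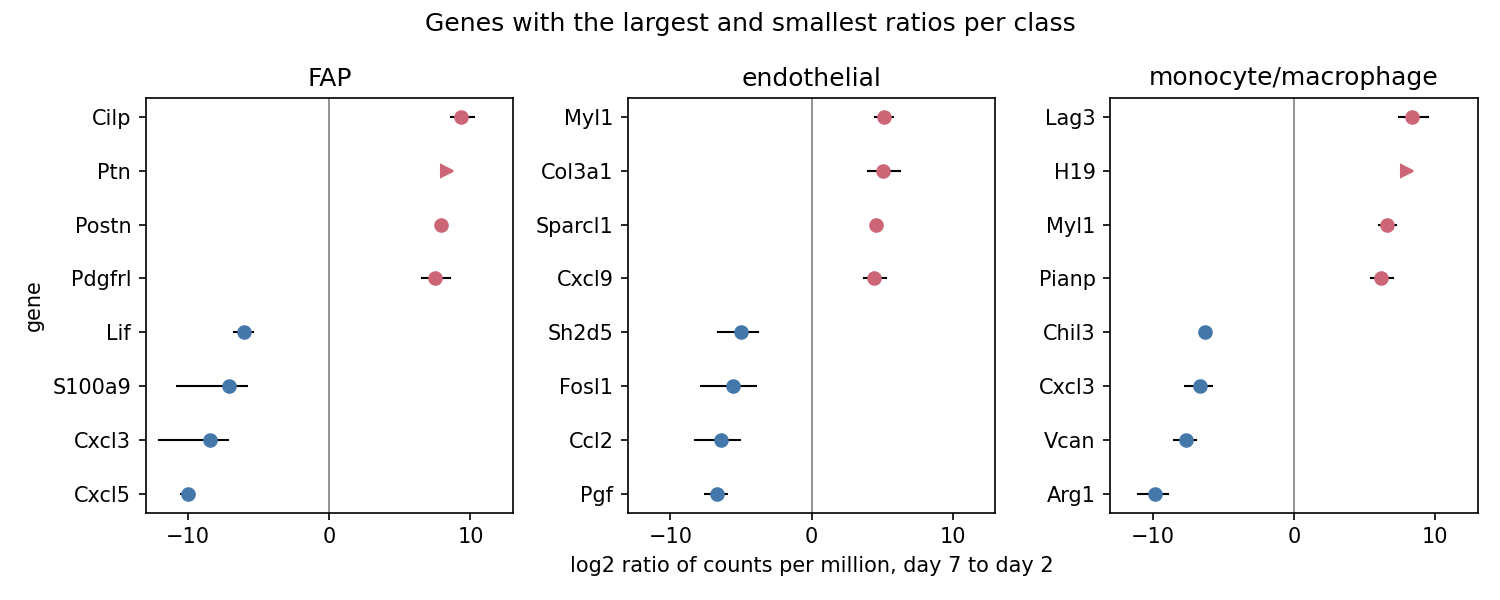
Log2 ratio of CPM, day 7 to day 2, for the 4 genes with the largest (red) and the 4 with the smallest (blue) ratio in FAPs, endothelial cells and monocytes and macrophages. Lines are 95% counting intervals, arrowheads mark lower bounds for Ptn and H19 (0 counts at day 2), counts under 3 are drawn as 3, and the ratios run from -10.03 for Cxcl5 to 9.36 for Cilp in FAPs.

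Myogenic cells were compared for the stages of myogenesis, from quiescent Pax7-expressing stem cells to fusing and maturing cells. The day 2 sum held 81754 counts from 22 cells and the day 7 sum 3230703 counts from 312 cells, and few of the day 2 barcodes held myogenic marker counts (4 of the 21 MuSCs). The ratios below therefore compare cells of unlike marker content and are imprecise at day 2. Median-of-ratios scaling shifts every myogenic ratio by 0.60 on the log2 scale. It changes no sign, but it takes the lower limits for Myf5, Lrp1 and Mymk above 0. Pax7 (ENSMUSG00000028736, chromosome 4 from 139737062 to 139833528) had 4 counts at day 2 and 780 at day 7, a log2 ratio of 2.30 (0.94 to 4.18). The Myf5 ratio of 0.77 (-0.22 to 1.99) was within counting error. Myod1 (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379099) was lower at day 7, at 489 (349.5 to 666) and 126 (114 to 139) CPM, a log2 ratio of -1.96 (-2.43 to -1.45). This ratio depended on the processing, with -0.57 as a mean over cells and -2.82 under the stricter limits. Cdkn1c (ENSMUSG00000037664, chromosome 7 from 143458339 to 143461050), an imprinted cell-cycle inhibitor gene, was higher, with a log2 ratio of 4.49 (3.13 to 6.36). Myog, Mymk, Mymx, Acta1 and Myh1 had 0 counts at day 2. Against a floor of 3 counts at day 2, Myog was at least 10.5-fold, Mymx at least 1.70-fold, Acta1 at least 666-fold and Myh1 at least 6.20-fold higher at day 7. The lower 95% limits of these log2 ratios were 3.09, 0.45, 9.08 and 2.33. Acta1 stood at 24442 CPM in these cells, against an ambient level of 6239. For Mymk, at 38.7 (32.2 to 46.1) CPM at day 7, the lower limit was -0.24, and a difference was not detectable at this depth without the scaling above. Of the midkine receptor genes, Ncl and Sdc4 were lower at day 7, with log2 ratios of -2.74 (-2.93 to -2.54) and -1.62 (-2.03 to -1.18). The Sdc4 ratio was -0.42 as a mean over cells and -2.34 under the stricter limits. Lrp1 rested on 2 counts at day 2, and its log2 ratio of 1.82 (-0.05 to 4.87) was within counting error.

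Commitment and fusion were followed as the share of myogenic cells with at least 2 counts summed over Myog (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548), Mymk (ENSMUSG00000009214, chromosome 2 from 27061636 to 27072179) and Mymx (ENSMUSG00000079471, chromosome 17 from 45600971 to 45602102). At day 2 the share was 0 of 22 cells, which allows a share of up to 13.6%. At day 7 it was 35 of 312 cells, 11.2% (7.94 to 15.3), which lies within what the day 2 count of 0 allows. A difference in this share between the libraries was therefore not detectable at this depth. Over all filtered barcodes, Myog, Mymk and Mymx together had 0 counts at day 2 and 2170 at day 7. The libraries thus differ in these transcripts, but the sums also depend on how many myogenic cells each library held. Taking cells with at least 1 count moved the day 7 share most, to 17.0% (13 to 21.6), with day 2 still at 0 of 22 cells. This interval reaches below the 13.6%, and the day 2 cells were shallower and mostly without myogenic marker counts, so no difference is called at this threshold either. Thinned to 2000 counts per cell, with 5 shallower cells left out, the day 7 share was 26 of 307 cells, 8.47% (5.61 to 12.2), and the day 2 share 0 of 13, which allows up to 23.1%. As background at day 7, 0 of 805 FAPs, which allows up to 0.373%, and 7 of 757 monocytes and macrophages, 0.925% (0.373 to 1.90), passed the same threshold. None passed among 333 endothelial cells, 404 T and NK cells and 96 myofibre cells, which allows up to 0.901%, 0.743% and 3.12%. The median depth was 6793 counts in myogenic cells, 8429 in FAPs and 8546 in monocytes and macrophages. After thinning, 1 of 753 monocytes and macrophages passed.

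Genes detected per cell were compared at equal depth, since the study reported more genes per cell in myogenic progenitor states. Thinned to 2000 counts, the median at day 7 was 998 genes (919 to 1029) in the 35 committed or fusing cells and 1007.5 (996 to 1023) in 272 other myogenic cells, with 5 shallower cells left out. The difference of -9.50 genes (-90.0 to 23.6) was not detectable. Without thinning, which moved it most, the medians were 3187 and 2171 genes and the difference 1016 genes (504 to 2233). This unthinned value is nearer to the measure of the study. The median depths of the 2 kinds of cell were 12112 and 6423 counts before thinning. At day 2 the median at 2000 counts was 818 genes (732 to 1043) in 13 myogenic cells, with 9 left out, and 932 genes in all 22 cells without thinning.

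Surface genes and transcription factors that the study named for committed and fusing cells were compared at day 7 between the 35 committed or fusing cells (803109 counts) and the 277 other myogenic cells (2427594 counts). The comparison is between cells of 1 library. The study placed committed and fusing cells by bins along a trajectory and compared bins over the whole of myogenesis. Here they are set by counts of Myog, Mymk and Mymx. At day 7, 175 kept cells were annotated as myoblasts or progenitors, so most of these are among the other cells. A gene that is lower here therefore does not contradict the study. Of the 13 surface genes fixed beforehand, Fndc5, Lrrn1 and Jam3 had log2 ratios of 1.82 (1.42 to 2.22), 1.60 (1.1 to 2.09) and 1.12 (0.79 to 1.44), and Erbb3 of 1.82 (0.02 to 3.67) on 7 and 6 counts. Cd164 and Gpc1 had log2 ratios of 0.50 (0.15 to 0.84) and 0.47 (0.21 to 0.72). Cdh2, Ncam1, Timp1 and Bst2 were lower, with log2 ratios of -1.15 (-1.89 to -0.48), -0.94 (-1.28 to -0.62), -0.69 (-1.36 to -0.08) and -0.41 (-0.81 to -0.03). Igfbp3, Megf10 and Bcam were within counting error. The study named further surface genes, of which 5 were added after the other results had been seen. Ppap2a had a log2 ratio of 0.70 (0.27 to 1.12), Clcn5 of -1.33 (-1.68 to -0.99) and Igf2r of -0.51 (-0.85 to -0.19), while Cd97 at 0.51 (-0.01 to 1.01) and Fam171a2 at 0.27 (-0.83 to 1.28) were within counting error. The symbol Slc29a matches several genes and was not used here. Of the 11 transcription factors, Mycl (ENSMUSG00000028654) had 31 counts in committed or fusing cells and 3 in the others, a log2 ratio of 4.97 (3.28 to 7.32). E2f8 had 15 counts and 0 counts, at least 15.1-fold higher, and Tead4 had 13 and 2 counts, a log2 ratio between 2.15 and 7.49. Zbtb18, Hes6, Purb and Mef2a had log2 ratios of 1.81 (1.24 to 2.40), 1.21 (0.80 to 1.62), 1.21 (1.05 to 1.36) and 0.73 (0.42 to 1.03). Ctnnb1, Scx, Klf5 and Id1 were within counting error. Median-of-ratios scaling lowers all these ratios by 0.09, which puts Erbb3 within counting error and the whole intervals of Igfbp3 and Ctnnb1 below 0.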

Values the study reported

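The study reported 23 samples generated with the v3 platform and a collection of 111 samples in all. It reported 503,929 cell barcodes before quality control and 365,011 cells and nuclei after quality control and integration. Among these it counted 84,383 myogenic cells. It reported 2,366 committed or fusing cells, with intermediate differentiation states at 0.65% of the collection.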

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

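Both tests of why dividing cells are rare in the deposited table, removal for depth and removal by the limits, were chosen only after the result was seen.

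Barcodes called as cells but absent from the deposited annotation table were set aside from the comparisons of cell classes and of gene levels within them. The sex-linked levels and the shares removed by SoupX were taken over all filtered barcodes. Signals in the barcodes set aside were above the limit that a count of 0 allows. At day 2, 34 of the 1299 barcodes outside the table held 5 or more counts of 6 cell-cycle genes, 2.62% (1.82 to 3.64), against 15 of 3537 inside it, 0.424% (0.238 to 0.699). At day 7 there were 100 of 1473 outside, 6.79% (5.56 to 8.20), and 96 of 3416 inside, 2.81% (2.28 to 3.42). A count of 0 allows up to 0.231% and 0.204%. The 6 genes were Mki67, Top2a, Birc5, Ube2c, Cdk1 and Stmn1, and 57.2% of their counts at day 2 and 66.4% at day 7 lay outside the table.

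Removal by the limits on genes, transcripts and mitochondrial share was excluded as the main reason, because 100% of these left-out barcodes at day 2 and 94% at day 7 met the limits. Removal as putative doublets for high depth predicts that left-out dividing cells are deeper. The left-out barcodes with cell-cycle counts had 1.29 times the median depth of those in the table at day 2 and 1.11 times at day 7. The intervals of the medians overlapped in both libraries, 24359 to 46193 against 15528 to 45611 counts at day 2 and 11858 to 17223 against 10119 to 17673 at day 7. Over all kinds of cell, the left-out barcodes that met the limits were shallower than kept cells, with medians of 4546 against 9010 counts at day 2 and 2879 against 6557 at day 7. That runs against depth as the general reason for absence. For dividing cells, removal for depth cannot be told apart from other reasons, because the intervals overlap. The removal of a cluster called noisy, which the methods of the study name, was not tested. The criterion for calling a depth difference was tightened after the values were seen, from a fixed ratio to separate intervals. Whether the time after injury plays a part was not tested.

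Myogenic transcripts were also present outside the table, with 3 or more counts of 9 marker genes in 8 barcodes at day 2, 0.616% (0.266 to 1.21), and in 63 at day 7, 4.28% (3.30 to 5.44). Inside the table the same threshold was passed by 5 barcodes at day 2, 0.141% (0.0459 to 0.330), and 307 at day 7, 8.99% (8.05 to 10.0). At day 7 the myogenic share was therefore lower outside the table than inside it, unlike the share with cell-cycle counts. Of the left-out barcodes, 7 at day 2 and 55 at day 7 met the limits on genes, transcripts and mitochondrial share. At day 7, 11 left-out barcodes, 0.747% (0.373 to 1.33), held 2 or more counts of Myog, Mymk and Mymx, against 46 barcodes inside the table, and 8 of the 11 met the limits. Left-out barcodes with 3 or more marker counts had a median depth of 29626.5 counts at day 2, against 10325 inside the table. At day 7 the order was the other way, at 5251 against 6907 counts. No intervals were computed for these medians, and the day 2 barcodes are few, so no conclusion on removal for depth is drawn. No other reason for leaving these myogenic barcodes out was tested, and no biological explanation was tested.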

How the results depend on the processing

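Each alternative below was planned before the data were examined. For the clustering of the 2 libraries alone, the score that named clusters was changed after its first output had been seen. Across 23 results on shares, sex-linked transcripts, ambient RNA, SoupX and myogenic cells, 60 recomputed values stayed within the counting interval of the main value, 24 moved outside it and 1 reversed. The cause of each change was not tested unless stated.

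With classes from clustering of the 2 libraries alone, the neural difference between day 7 and day 2 reversed from 0.992 to -1.16 percentage points. The cluster named neural held 79 day 2 and 42 day 7 cells, of which 39.7% have a deposited neural annotation. In the deposited annotation 9 kept day 2 cells are neural. The FAP difference moved to 9.04, the myofibre difference to 4.63, the myogenic difference to 7.76 and the neutrophil difference to -16.3. The FAP and neutrophil values are lower in size in part by construction, since a cluster of 364 cells with 356 from day 7 and 9 detected FAP markers, and a cluster of 172 day 2 cells with 4 detected neutrophil markers, stayed unnamed. A cluster of 19 day 7 cells, of which 68.4% have a deposited myogenic annotation, was named endothelial, which lowers the myogenic value slightly. No cluster was named tenocyte, so that class has no value.

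With stricter limits on cells (at least 1000 genes, at least 2000 transcripts and at most 15% mitochondrial transcripts) the monocyte and macrophage difference moved to -23.4, the neutrophil difference to -8.73, the myofibre difference to 1.73 and the smooth muscle difference to -3.79. With no limits the neutrophil difference was -27.9 and the myofibre difference 5.65. Neutrophils and myofibre cells held few counts and genes, with a median of 2351 counts in day 2 neutrophils, so the limits bear on both directly. Taking neutrophils, B cells, T and NK cells and erythroid cells out of the denominator gave -26.7 for monocytes and macrophages, -4.36 for smooth muscle, -2.08 for endothelial cells, -1.89 for dendritic cells and 10.3 for myogenic cells. A smaller denominator, above all at day 2, accounts for these by construction. Limits on uncorrected counts moved no share difference outside its interval.

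The day 7 share of committed or fusing cells was 17.0% with a threshold of 1 count. The difference in genes per cell was 1016 without thinning, which lets depth in. The myofibre share of ambient counts at day 2 was 0.0407% in barcodes with 1 to 10 counts. At day 7 it was 1.1% in barcodes with 1 to 10 counts, 2.63% with 10 to 50 counts and 1.87% over all barcodes outside the filtered table. The share removed by SoupX was 2.82% at day 2 as a median over cells, and at day 7 2.57% over kept cells and 2.37% as a median over cells.

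For single genes, 286 recomputed values of 71 log2 ratios held no change of sign. In 19 of the 71, 36 values moved outside the counting interval: 15 with the mean over cells, 10 with median-of-ratios scaling, 6 with scaling without the 4 excluded kinds of gene, 3 with SoupX values and 2 with stricter limits. Genes with a count of 0 in a library have only a bound and are not among these. They were taken out after the bound for Mymx in myogenic cells had come out below 0 under the stricter limits, where few day 2 counts remain. The surface genes and transcription factors were recomputed only with SoupX values and median-of-ratios scaling. A minimum of 300 counts for the named genes kept 4 of the 4 largest and 3 of the 4 smallest in FAPs, 2 and 2 in endothelial cells, and 4 and 4 in monocytes and macrophages.

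Median-of-ratios scaling shifted all log2 ratios of a class by 0.12 in monocytes and macrophages, 0.14 in T and NK cells, 0.60 in myogenic cells and 0.70 in tenocytes. Scaling without the excluded genes shifted FAPs by -0.17 and tenocytes by -0.15. The shift of 0.60 comes with only 81754 counts in the day 2 myogenic cells.

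Keeping putative doublets was not run, because the deposited table holds no doublet calls. Resolutions 0.6 and 2 and clustering on the uncorrected counts were not run, because the deposited annotation was the main source of classes. No paired analysis was possible because each group has 1 library.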

Other observations

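Of the tests in this part, the thinning of day 7 muscle stem cells, the imprinted gene list and the stress gene list were set down beforehand. Those of sex, the smooth muscle annotation, basophil and mast cell transcripts, Cdkn1c and free RNA, the imprinted list in FAPs and smooth muscle cells alone, the FAP annotations and H19 were chosen only after the result was seen.

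Both libraries are labelled female, yet Y-linked transcripts were abundant and Xist was near 0. Male cells mixed into female tissue were excluded as the source, because Xist reached at most 0.0760% of the Y-linked count. Both mice being male is consistent with Y-linked counts in every class tested. After thinning to 2000 counts the share of cells with such a count was lowest in day 7 myofibre cells, at 12.8% (6.77 to 21.2), and the deposited annotation gives both mice as male. The ages differ between the sources as well, so a difference in age between the mice stays open in every comparison of the libraries.

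Few day 2 barcodes annotated as muscle stem cells held myogenic transcripts. Of 41 such barcodes in the deposited table, 4 held 3 or more counts of 9 myogenic markers, 9.76% (2.72 to 23.1), against 97.8% (93.8 to 99.6) of 139 at day 7. The day 2 barcodes were shallower, with a median of 1713 counts against 4742. Over 20 draws, thinning the day 7 barcodes to the day 2 depths left the share at 72.2% on average, with a range of 67.6% to 77.7%. Depth was thus excluded as the whole reason. The annotation of a large collection may have placed other day 2 cells in this class, which was not tested, and the time after injury stays open.

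Barcodes annotated as smooth muscle held endothelial transcripts at 5938 CPM at day 2, close to the 7364 of endothelial cells themselves. Ambient RNA was excluded, because this level was at least 141 times that in FAPs of the same library. Among these barcodes 62.8% at day 2 and 52.6% at day 7 held 3 or more counts of both endothelial and mural markers. A further 21.4% at day 2 and 21.1% at day 7 held endothelial and no mural counts, which could point to endothelial cells under this annotation. Their median depth was 1.76 and 1.80 times that of the endothelial class, so they are not plainly single endothelial cells. Capture of an endothelial and a mural cell together predicts deeper barcodes where both marker sets are present. With sets drawn after thinning to 2000 counts, 161 barcodes at day 2 and 93 at day 7 held both. Before thinning these had 2.59 times the median depth of the endothelial class at day 2 and 2.37 times at day 7. Against the deeper of the thinned sets with 1 kind of marker under the same annotation, the ratio was 1.38 at day 2 and 1.01 at day 7. The barcodes with 1 kind of marker are not plainly single cells. Without thinning, mural markers with fewer than 3 endothelial counts were held by 9 barcodes at day 2 and 27 at day 7. In the thinned sets 3 and 12 barcodes held mural markers alone. At day 7 their median depth was 6641.5 counts, against 9974 with both sets and 9866.5 with endothelial markers alone. These explanations cannot be told apart here, because barcodes with both sets were at day 7 deeper than the mural ones but hardly deeper than the endothelial ones under this annotation, and mural ones were few at day 2. The depth limit for endothelial cells under this annotation was added after the values were seen.

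At day 2, 17 of 50 kept barcodes annotated as T cells held 3 or more counts of 5 basophil genes. Cyp11a1 and Mcpt8 were the most abundant, at 741 (643 to 851) and 613 (523 to 713) CPM. Doublets of basophils and T cells were excluded, because 0 of the 17 held 2 or more T cell counts. Ambient RNA was excluded too, since 0.0950% (0.0196 to 0.277) of other barcodes reached the threshold. A hypothesis is that basophils were given the T cell annotation. At day 7, 3 of 10 barcodes annotated as neutrophils held 3 or more counts of 4 mast cell genes, with Cma1 at 3067 (2428 to 3822) and Cpa3 at 1204 (818 to 1708) CPM. All 3 also held 3 or more counts of the basophil genes, so mast cells and basophils are not separated here. Of those 3, 0 held 2 or more neutrophil counts, but 3 barcodes are too few to exclude doublets with neutrophils. Such doublets cannot be told apart from mast cells or basophils under this annotation.

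Cdkn1c, which was on the fixed list only for myogenic cells, was also higher at day 7 in FAPs, endothelial cells, smooth muscle cells and monocytes and macrophages, with log2 ratios of 6.38 (6.04 to 6.75), 2.56 (2.30 to 2.83), 1.90 (1.72 to 2.09) and 2.22 (1.78 to 2.67). It was higher in dendritic cells and tenocytes too, at 2.55 (1.14 to 4.18) and 4.12 (2.98 to 5.58), and within counting error in T and NK cells, at 0.63 (-0.59 to 2.13). These classes were looked at after the myogenic value had been seen. The ambient level of Cdkn1c also rose, from 5.57 to 222 CPM, against day 7 levels of 1088 CPM in FAPs, 660.3 in tenocytes, 358 in endothelial cells and 263 in smooth muscle cells. Free RNA was excluded as the source in these 4 classes. As a percentage of the ambient level, the rise in Cdkn1c was at least 13.8 times the level of Acta1 or Mylpf in the same class, whichever was higher. Day 7 levels in monocytes and macrophages and in dendritic cells were 18.4 and 16.4 CPM. The lower of the ratios to Acta1 or Mylpf for these classes was 1.57, too close to 1 to exclude free RNA. SoupX values moved the log2 ratio of day 7 to day 2 in monocytes and macrophages from 2.22 to 1.72. In both classes a rise cannot be told apart from free RNA. A list of 15 other imprinted genes was compared with 10000 random lists of like expression, with counts under 3 taken as 3. In FAPs all 14 genes with at least 20 counts were higher at day 7, with a median log2 ratio of 3.23 at percentile 100. The medians were 0.78 at percentile 97.4 in endothelial cells (6 of 9 genes higher), 0.96 at percentile 99.96 in smooth muscle cells (10 of 13) and 3.46 at percentile 100 in monocytes and macrophages (9 of 10). In T and NK cells the median of 0.30 lay at percentile 70.8 (7 of 8), and in dendritic cells only 2 genes were usable. Whether the classes differ in this was not tested. The prediction named FAPs, endothelial and smooth muscle cells. The lowest percentile over these, 97.4, passes the limit of 95 set beforehand, yet the endothelial median lies inside the middle 95% of random lists (-0.56 to 0.79). In FAPs and smooth muscle cells a rise of the set is consistent with medians above that range, at percentile 99.96 or higher. A rise common to all 3 classes cannot be told apart from one limited to FAPs and smooth muscle cells, because the endothelial value meets both predictions. The limit for this verdict was tightened after the values were seen. A changed mixture of FAP annotations was excluded, because within each of the 3 the list median was above the range of random lists, at percentile 99.99 or higher. Free RNA was not tested for the list. The time after injury, the age of the mice and a difference between the libraries remain open.

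H19 had no count in day 2 monocytes and macrophages and 348 at day 7, in 27.3% of cells. RNA from FAPs was excluded as the source, because H19 stood at 5.77% (5.17 to 6.43) of its FAP level, 18.9 times the same percentage for Col3a1 or Dcn, whichever was higher. Free RNA in general was tested only against FAP and myofibre genes. H19 stood at 13.7% (12.1 to 15.3) of its level in near-empty barcodes, 3.30 times the highest of Col3a1, Dcn, Acta1 and Mylpf. That argues against free RNA that behaves like these genes. In the same cells the rise in Cdkn1c was 6.49% of its ambient level and could not be told apart from free RNA. Free RNA from other sources therefore stays open for H19. Expression of H19 by some monocytes or macrophages at day 7 is a hypothesis found and tested on the same data, and RNA carried in engulfed cells was not tested.

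A list of 17 stress genes induced by dissociation was compared in the same way, since uneven stress could shift gene levels between libraries. Its median log2 ratio was -0.68 in endothelial cells (percentile 0.59) and -0.97 in smooth muscle cells (percentile 0). It was 0.80 in monocytes and macrophages (percentile 99.7), 1.41 in dendritic cells (percentile 100), 0.20 in FAPs (percentile 70.1) and 0.14 in T and NK cells (percentile 72.6). A single shift in stress across all classes was excluded, because the medians differed in sign and spanned 2.38 on the log2 scale. A difference in stress that runs in opposite directions between classes stays open.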
